A study of Mus musculus with 80 samples. Its data were reported in "Diet Modifies Pioglitazone's Influence on Hepatic PPARγ-Regulated Mitochondrial Gene Expression" (2020).

How the data were processed

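RXR binding was measured by chromatin immunoprecipitation with sequencing (ChIP-Seq) in livers of WT mice and of mice lacking PPARγ in the liver. Each genotype had 4 treatments: control diet (Control), control diet with pioglitazone (Pio), high-fat diet (HFD) and high-fat diet with pioglitazone (HFD-Pio). Each of the 8 groups had 5 livers, so that 40 ChIP libraries and 40 input libraries made up the 80 samples. Only the ChIP samples came with files, 2 per library, and the peaks in both files were identical for 40 of the 40 libraries. Groups were taken from the sample labels, and the labels did not pair livers across groups. The labels name an RXR antibody for 20 of 20 WT ChIP samples and for the 5 of KO Control. For the other 15 KO ChIP samples (Pio, HFD and HFD-Pio) they name none, although the titles name RXR. These were taken as RXR ChIP, and values of these 3 groups, and comparisons of them with KO Control or WT livers, rest on that.

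The authors aligned reads to mm10 (GRCm38) with Novoalign and called peaks with MACS2 2.1.1.20160309 for each ChIP library against its own input, with summit calling and with 1 tag kept per position. Per the file headers, the p cutoff was 0.001 in all 20 WT libraries and the q cutoff was 0.05 in all 20 KO libraries. The deposited value used here for strength is the ratio of ChIP to local input background at the summit (fold enrichment). The deposited files also give the pileup at the summit (the signal, in tags), -log10 p, -log10 q, a display score computed by MACS2 and the summit position. The numbers of tags per library were read from the file headers. Reads per site were not used here, because peak lists hold none, so the authors' own differential test on read counts could not be repeated, and no counting interval or floor was computed.

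Summits of 1 peak were merged into that peak. Peaks on chromosomes 1 to 19, X and Y of the 40 libraries were merged into sites when they overlapped by at least 1 bp. A site was called in a liver when that liver had a peak in it, and its fold enrichment was that of the strongest peak. Mitochondrial peaks were counted apart. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9 were used, with R 4.3.3 and limma 3.58.1 for the model across sites.

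Numbers of peaks were compared on the log2 scale with exact two-sided permutation tests over the 252 assignments of 10 livers, for which the smallest possible p was 0.00794, and p-values were adjusted by Benjamini-Hochberg over 12 contrasts. Differences between diets or genotypes in the Pio effect were tested with 100000 resamples in a two-sided permutation test and adjusted over the 4 such differences. A site was counted as gained when it was called in at least 3 of 5 livers of the first group and in 0 of 5 of the second, and as lost in the opposite case. This count was compared with the same count in 100 splits of the 10 livers, the real one included. Single sites were also tested with a two-sided Fisher's exact test on the numbers of livers. At sites called in all 10 livers, log2 fold enrichment centred on each liver's median was compared with limma (moderated statistics with a trend), and calls needed an adjusted p below 0.05 and a change of at least 2-fold.

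Summits were placed on GENCODE release M21 as 5′ UTR, coding exon, 3′ UTR, intron, within 5 kb upstream or 1 kb downstream of a protein-coding gene, or elsewhere. Annotated exons included those of non-coding genes and pseudogenes. Genes with a gained site were compared with 6 lists by two-sided Fisher's exact tests: PPARγ exemplar genes of the study, oxidative phosphorylation, fatty acid oxidation, cholesterol synthesis, abundant liver transcripts and ribosomal proteins. The background was genes with a site called in at least 3 livers of either group. Exonic sites were also compared with marker lists for neural tissue, intestine, smooth muscle, skeletal muscle, kidney, lung, lymphoid tissue, testis and pancreas. These marker lists were written after the leading exonic genes of WT Pio and KO Control had been seen, which raised the question of neural and intestinal tissue. The genes seen were left out of the lists, and the shares per list were computed afterwards. Direct repeats of the nuclear receptor half-site AGGTCA were searched within 100 bp of the summit, with at most 2 mismatches and spacers of 0 to 5 bp, and compared with the same windows shuffled. Spacer 1 is the element bound by PPARγ with RXR.

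A rule set before the data were examined chose the sites and genes named, apart from those given last in this paragraph. It named the 7 exemplar genes and Pparg. For each WT Pio contrast it named up to 5 gained and up to 3 lost sites with the largest difference in livers called, with ties ordered by mean fold enrichment, and up to 3 sites up and 3 sites down among limma calls. For each KO Pio contrast it named 2 gained and 2 lost sites. It also named the 3 sites with the highest mean fold enrichment over 40 livers, with livers without a peak counted as 0. The KO Pio site with the largest limma decrease fell outside the rule. So did the single genes named from the marker lists and from the abundant liver transcripts.

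The alternatives fixed before the data were examined were stricter peaks (-log10 q of at least 5, or fold enrichment of at least 5), covered bases, no log, removal of the trend on kept tags, pairing by replicate number, summit windows of 200 bp, lists of equal length, calls in at least 4 of 5 livers, other centring, normalization, pseudocount and filters in limma, any overlap with an exon, sites within 2 kb of a transcription start, backgrounds matched on gene length in 5 bins, at most 1 mismatch, windows of 50 bp, and omission of each liver in turn. Chosen after seeing the data were a q of at most 0.05 in every library, peaks and sites outside annotated exons, and all protein-coding genes as background. The methods were tested on simulated data. The rule for gained sites found 96% of 200 simulated sites. In the same simulation 83 sites passed the adjusted Fisher's exact test, which is a count and not a percentage. In another simulation limma found 98% of 200 sites changed 3-fold among 2500. Expression data and the authors' table of differential sites were not used here.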

Results

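RXR ChIP-Seq peaks were examined in 40 mouse livers, 5 in each of 8 groups. The groups combined 2 genotypes, WT and liver-specific KO of PPARγ, with control diet, pioglitazone (Pio, a drug that activates PPARγ), HFD and HFD-Pio. All positions are given on mm10 (GRCm38). Peaks and their fold enrichment over input are the authors' values. The labels of 15 KO ChIP samples, all but those of KO Control, name no antibody although their titles name RXR, and the samples were taken as RXR ChIP.

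Depth differed between the genotypes. After removal of duplicates, the WT ChIP libraries had 2.04 to 4.26 megatags (Mtags) and the KO libraries had 0.628 to 1.06 Mtags. Before removal the ranges were 2.63 to 8.18 Mtags in WT and 1.19 to 2.64 Mtags in KO livers. The inputs kept 4.23 to 7.97 Mtags in WT and 2.17 to 7.19 Mtags in KO. Redundant tags made up 23 to 59% of WT and 42 to 71% of KO libraries. Peaks were called at a p cutoff of 0.001 in every WT library and at a q cutoff of 0.05 in every KO library. Genotype and depth therefore cannot be told apart in a direct comparison of WT with KO livers, and the labels record no batch. The calling threshold could be made equal, and results with 1 common cutoff are given below. Within WT, kept tags did not differ with Pio, at 2.98 ± 0.645 Mtags in Pio and 2.98 ± 0.316 Mtags in Control livers (SD, n = 5, exact permutation p = 1) and at 3.17 ± 0.866 Mtags in HFD-Pio and 2.97 ± 0.906 Mtags in HFD livers (SD, n = 5, exact permutation p = 0.754). A second technical difference lay within WT. The fragment length that MACS2 estimated was 45 to 48 bp in 6 WT libraries, all treated with Pio (replicates 2, 3 and 5 of Pio and 1, 4 and 5 of HFD-Pio), and these 6 libraries had 11132 to 33705 peaks.

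The first question was whether Pio changed the number of RXR-bound sites on each diet. In untreated WT livers on control diet, 5029 ± 5003 peaks were called (SD, n = 5), with a range of 1036 to 12919. Pio-treated WT livers had 13915 ± 12214 peaks (SD, n = 5). The mean log2 number of peaks was 1.51 higher with Pio, which did not reach an adjusted p below 0.05 (exact two-sided permutation p = 0.190, adjusted p = 0.286). On HFD, 1264 ± 496 peaks were called without Pio and 11902 ± 8983 with Pio (SD, n = 5). This log2 difference was 2.87 (exact permutation p = 0.00794, adjusted p = 0.0476), the HFD-Pio livers having 2113 to 23929 peaks and the HFD livers 579 to 1902. Of the alternatives for Pio on control diet, peaks with a -log10 q of at least 5 moved the difference most, to 3.96 (adjusted p = 0.0317). Other alternatives made it smaller, with 0.38 for covered bases (adjusted p = 0.701) and 0.73 for peaks outside annotated exons (adjusted p = 0.762). Covered bases gave 1.37 on HFD (adjusted p = 0.0381). The call on HFD was not kept when any of the 5 HFD livers was left out, with log2 differences from 2.62 to 3.05 and an adjusted p of 0.0635 in each case. In KO livers, 18463 ± 7155 peaks were called on control diet and 24523 ± 3539 with Pio (SD, n = 5, log2 difference 0.52, exact permutation p = 0.175, adjusted p = 0.286). On HFD the KO livers had 20386 ± 7598 peaks without Pio and 22499 ± 2155 with Pio (SD, n = 5, log2 difference 0.25, exact permutation p = 0.635, adjusted p = 0.762). That last difference changed sign without replicate 5 of KO HFD, to -0.0471. Within the 14 WT livers with a longer fragment estimate, 4 treated and 10 untreated, the log2 number of peaks was 0.74 higher with Pio (exact permutation p = 0.327). With peaks of a -log10 q of at least 5 it was 2.13 higher (exact permutation p = 0.0360, adjusted p = 0.0539 over the 3 measures compared in these livers). No untreated WT library had the short estimate, so that no such comparison could be made among short ones.

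**Figure D1:**
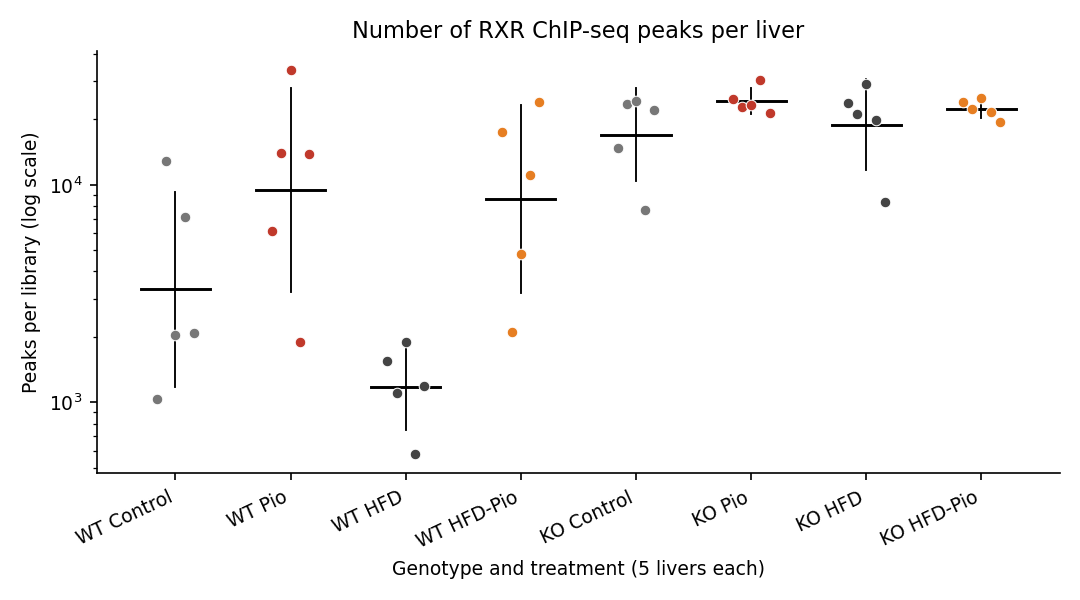
Number of RXR ChIP-Seq peaks per liver (log axis) in the 8 groups, with points for the 5 livers of each group, bars at the geometric mean and lines of 1 SD on the log2 scale. WT HFD livers lay between 579 and 1902 peaks and WT HFD-Pio livers between 2113 and 23929.

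Whether diet or genotype modified the effect of Pio was tested directly. The Pio effect on log2 peak number was 1.36 larger on HFD than on control diet in WT livers (permutation p = 0.255, adjusted p = 0.436). It was lower on HFD in KO livers, by a difference of -0.27 (permutation p = 0.528, adjusted p = 0.528), which became 0.0205 without replicate 4 of KO Control. On control diet the Pio effect was 0.998 larger in WT than in KO livers (permutation p = 0.327, adjusted p = 0.436). On HFD it was 2.63 larger in WT livers (permutation p = 0.00278, adjusted p = 0.0111). Each Pio effect was measured within a genotype, but the threshold and the depth at which the peaks were called differed between the genotypes. With peaks outside annotated exons only, this difference was 1.64 (adjusted p = 0.436). The alternative that moved a difference in Pio effect most was a -log10 q of at least 5, which gave 3.48 for genotype on control diet (adjusted p = 0.0216).

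With HFD alone, the log2 number of peaks in WT livers differed from Control by -1.496. This did not reach an adjusted p below 0.05 (exact permutation p = 0.0794, adjusted p = 0.159). Without replicate 1 of WT Control the difference was -1.92 (adjusted p = 0.0317), and with a -log10 q of at least 5 it was -1.50 (adjusted p = 0.0408). With a q of at most 0.05 in every library it was -0.66 (adjusted p = 0.693). A fold enrichment of at least 5 gave -0.76 (adjusted p = 0.540). The other diet differences were -0.14 between WT HFD-Pio and Pio (adjusted p = 0.873), 0.15 between KO HFD and Control (adjusted p = 0.762) and -0.12 between KO HFD-Pio and Pio (adjusted p = 0.455), all by exact permutation tests. The first had the opposite sign without replicate 2 (0.37) or 3 (0.0736) of WT HFD-Pio or replicate 2 (0.00511), 3 (0.32) or 5 (0.000861) of WT Pio. The second was -0.00406 without replicate 3 of KO HFD and -0.14 without replicate 4 of KO Control. WT livers had fewer peaks than KO livers in every treatment, with log2 differences of -2.36 in Control (adjusted p = 0.0635), -1.36 in Pio (adjusted p = 0.114), -4.01 in HFD (adjusted p = 0.0476) and -1.38 in HFD-Pio (adjusted p = 0.0952). The differences in Control, Pio and HFD-Pio passed the correction without replicate 2 of WT Control (-2.85), replicate 3 of WT Pio (-1.82) and replicate 5 of WT HFD-Pio (-1.75), with an adjusted p of 0.0317 in each case. With a -log10 q of at least 5 in every library the differences were -5.70, -2.22, -7.56 and -3.16, all past the threshold, so that the calling cutoff did not account for them. Among peaks outside annotated exons the sign was the opposite in Control (0.76), Pio (1.07) and HFD-Pio (1.10), and the same in HFD (-0.54).

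The peaks of the 40 libraries merged into 215015 sites with a median width of 157 bp, of which 162081 (75.4%) were called in a single library and 1 in all 40. Replicates shared few sites in untreated WT livers. The median share of the shorter list found in the other liver was 4.87% between pairs of untreated WT livers, 29.6% between Pio-treated WT livers, 52.9% between untreated KO livers and 48.8% between Pio-treated KO livers. Sites called in at least 3 of 5 livers numbered 88 in WT Control, 3956 in WT Pio, 51 in WT HFD and 2207 in WT HFD-Pio. The KO groups had 9115 in Control, 13019 in Pio, 10238 in HFD and 11076 in HFD-Pio.

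The next comparison asked at which sites Pio changed RXR binding. In WT livers on control diet 3862 sites were gained with Pio and 22 were lost. Among 100 splits of these livers only the real one gave as many, and the largest other count was 3240. On HFD 2168 sites were gained and 9 lost, again with 1 of 100 splits as large, and the largest other count was 1612. In KO livers 1173 sites were gained and 249 lost on control diet, a total reached in 7 of 100 splits, and 518 were gained and 378 lost on HFD, a total reached in 80 of 100 splits. The alternative that moved the numbers of gained sites most was the restriction to sites outside annotated exons, which left 300 and 168 gained sites in WT livers and 37 and 22 in KO livers. It left 21 and 9 lost sites in WT livers, where a minimum of 4 of 5 livers moved the count most, to 0 and 2. When all lists of a contrast were shortened to the same number of peaks, 726 and 340 sites were gained in WT livers and 201 and 193 in KO livers. Lost sites then numbered 17 and 13 in WT livers and 198 and 192 in KO livers. The excess of gained over lost sites in KO Pio livers therefore did not remain with lists of equal length. When 1 liver was left out, the minimum stayed at 3 livers. Omission of a liver from the group that has the sites can therefore only lower a count. Omission from the other group can only raise it. Such changes do not show by themselves that 1 liver decided a count. Gained sites fell to 2552 without replicate 3 of WT Pio, and on HFD to 808, 809 and 949 without replicates 1, 4 and 5 of WT HFD-Pio. Lost sites on control diet in WT fell to 2, 5 and 1 without replicates 2, 3 and 4 of WT Control. In KO livers on control diet, omission of any single Pio liver gave 493 to 727 gained sites and omission of replicate 3 of Control gave 1802. On HFD, omission of any single HFD-Pio liver gave 241 to 299, and omission of replicate 1 or 3 of HFD gave 824 or 958. With Fisher's exact test on the number of livers, 0 sites passed the adjusted threshold in any of the 4 Pio contrasts, and the smallest adjusted p was 0.0578 in WT livers on control diet and 0.0588 on HFD. At an unadjusted p below 0.05 this test gave 2545 and 810 sites in WT and 479 and 225 in KO livers.

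Few sites differed between diets in WT livers. Without Pio the lists were short, with 88 sites in at least 3 livers of WT Control and 51 of WT HFD. That count was therefore bound to be small and cannot tell how large a diet effect was. Between WT HFD and Control 3 sites were gained and 24 lost (49 of 100 splits as large), and between WT HFD-Pio and Pio 16 were gained and 115 lost (58 of 100). In KO livers 492 sites were gained and 271 lost without Pio (90 of 100), and 334 were gained and 815 lost with Pio (18 of 100). Of the gained sites in WT livers, 1946 were common to both diets, which was 89.8% of those on HFD and 50.4% of those on control diet. In 100 random draws of both pairs of groups, the real one included, 1 shared as many, and the largest other number was 79. Outside annotated exons 132 were shared. Without replicate 1, 4 or 5 of WT HFD-Pio the number was 774, 774 and 906. Omission of a treated liver can only lower this number, since the minimum of 3 livers was kept. In KO livers 20 gained sites were common to both diets, or 3.86% of those on HFD (10 of 100 draws as large). Sites gained in WT livers on control diet were also called in at least 3 livers of the KO groups in 30.7 to 33.9% of cases, and those on HFD in 36.7 to 39.9%.

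Where a site was called in all 10 livers of a contrast, its fold enrichment was compared. Only 9 sites could be tested in WT livers on control diet and 6 on HFD, and limma gave 0 calls in both, with 0 and 1 sites at an unadjusted p below 0.05. In KO livers 12 of 2508 sites were lower with Pio on control diet and 0 were higher. At an unadjusted p below 0.05 there were 165, and no other split of the 100 gave more than 6 calls. The largest decrease was at chromosome 9, 62608358 to 62608796, outside annotated protein-coding genes, with a log2 change of -1.68 (limma adjusted p = 0.0149). Calls numbered 19 when sites called in at least 4 of 5 livers were used, and they ranged from 2 without replicate 1 of KO Control to 23 without replicate 5 of KO Control. On HFD 0 of 2775 sites were called in KO livers by limma (149 at an unadjusted p below 0.05), and omission of replicate 5 of KO HFD-Pio or 4 of KO HFD gave 2 calls, and of replicate 1 or 2 of KO HFD-Pio 1 call. For the diet contrasts limma gave 0 calls, with 2 of 8 and 3 of 185 sites in WT and 104 of 2282 and 169 of 3251 sites in KO livers at an unadjusted p below 0.05. Leaving out replicate 2 of WT Control gave 2 calls between WT HFD and Control, and leaving out replicate 2 of KO HFD gave 5 between KO HFD and Control.

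The location of the sites relative to genes was examined next. Exons of protein-coding genes cover 2.71% of the genome. In untreated WT livers 2.61 ± 2.07% of peaks on control diet and 1.47 ± 0.337% on HFD had a summit in such an exon (SD, n = 5). With Pio the shares were 23.1 ± 6.35% on control diet and 18.7 ± 12.99% on HFD (SD, n = 5). The differences of 20.4 and 17.2 percentage points had an adjusted p below 0.05 (exact two-sided permutation p = 0.00794 and adjusted p = 0.0159 for both). Within the WT livers with a longer fragment estimate, the share was 7.53 to 32.2% in the 4 treated and 0.782 to 5.59% in the 10 untreated livers (exact permutation p = 0.000999, the smallest that it can give). In KO livers exons held most peaks in every group, with 76.1 ± 4.68% in Control, 77.4 ± 3.05% in Pio, 78.7 ± 4.36% in HFD and 74.7 ± 7.71% in HFD-Pio (SD, n = 5). The KO shares differed by 1.36 points with Pio on control diet (exact permutation p = 0.571) and by -4.00 points on HFD (exact permutation p = 0.381, adjusted p = 0.519). The alternative that moved these most was a -log10 q of at least 5, with 27.5 points in WT livers on HFD. Under it the KO difference on control diet was 3.16 points (adjusted p = 0.0136) and that on HFD was 0.936 points. The KO difference on control diet was -0.0587 points without replicate 1 of KO Control. WT shares were lower than KO shares by differences of -54.4 to -77.2 points in the 4 treatments (adjusted p = 0.0159 for each, exact permutation). With a -log10 q of at least 5 in every library the differences were -44.9 to -71.5 points (adjusted p = 0.0136 for each), with genotype and depth not separable.

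**Figure D2:**
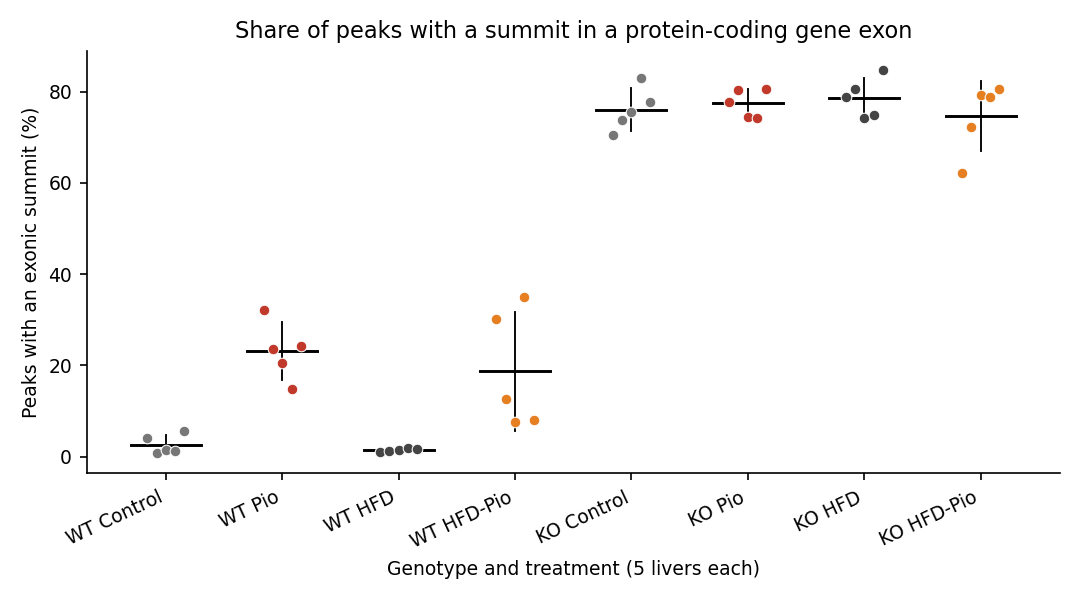
Share of peaks with a summit in an exon of a protein-coding gene (percent) in each of the 8 groups, with points for single livers, bars at the mean and lines of 1 SD. Untreated WT livers lay between 0.782 and 5.59%, and the mean of the KO groups was 74.7% or more.

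Among the sites gained with Pio in WT livers, 50.3% on control diet and 46.1% on HFD lay in exons, and 65.5% and 62.0% lay in exons or introns. Of the 1921 and 1169 gained sites outside protein-coding exons, 79.5% and 81.0% overlapped an annotated pseudogene, against 1.35% and 1.37% when the sites were moved by 10 kb. Exons and pseudogenes together held 89.8% of gained sites on both diets. In KO livers 86.3% and 82.6% of gained sites lay in exons. Of the 22 sites lost in WT livers on control diet and of the 9 lost on HFD, 0% lay in exons of protein-coding genes.

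**Figure D3:**
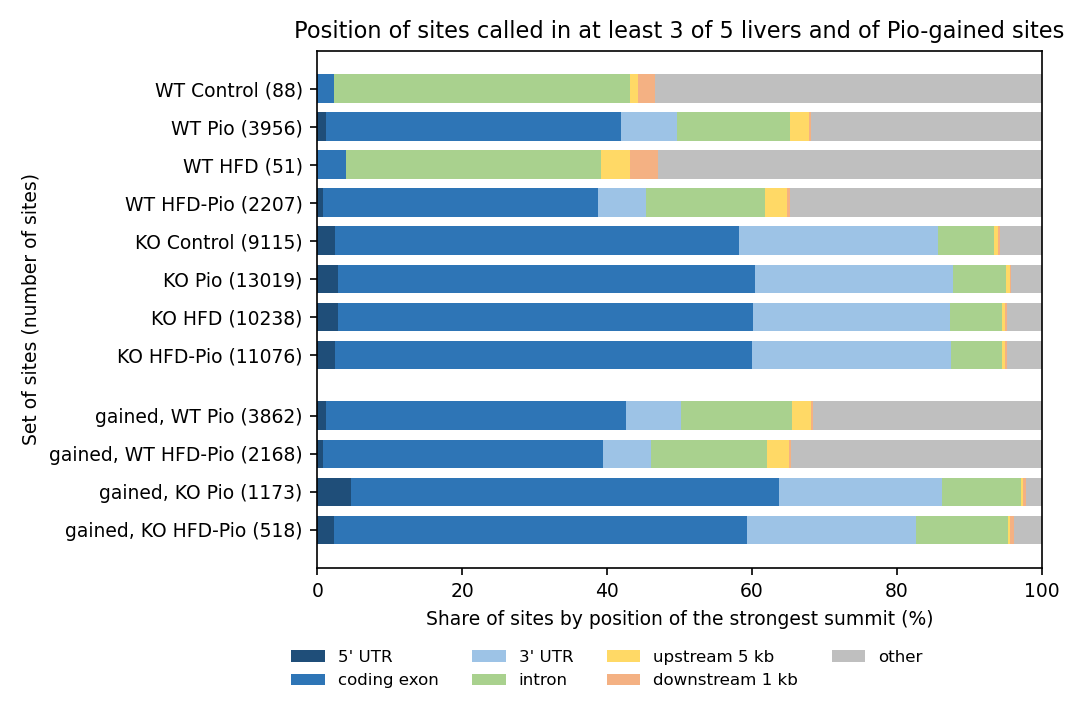
Position of site summits relative to protein-coding genes (percent of sites, stacked to the total) for sites gained with Pio in the 4 contrasts and for sites called in at least 3 of 5 livers of each group. Coding exons held 41.4% of the sites gained in WT Pio livers and 2.27% of the sites of WT Control.

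The gained sites with the largest difference in livers called were present in 5 of 5 treated and in 0 of 5 untreated WT livers. On control diet these were on chromosome 10 at 77652694 to 77653179, in a pseudogene 6.70 kb from Ube2g2, with a fold enrichment of 18.9 ± 18.2 (SD, n = 5), and on chromosome 8 at 123893094 to 123893608, in an exon of Acta1, with 18.7 ± 15.4 (SD, n = 5). The others were in pseudogenes, at chromosome 12, 110897934 to 110898578 in an intron of Tecpr2 (18.4 ± 9.22), at chromosome 4, 103563287 to 103564843 near Dab1 (18.4 ± 11.8) and at chromosome 11, 75070841 to 75071266 in an intron of Smg6 (18.3 ± 10.8). On HFD they were at chromosome 14, 98519406 to 98519877, in a pseudogene 350 kb from Dach1 (19.1 ± 18.5), at the same Tecpr2 site (17.6 ± 12.2), at chromosome 6, 127281547 to 127282515, in a pseudogene 129 kb from Ccnd2 (16.7 ± 10.9), at chromosome 17, 87433399 to 87434248 in the 3′ UTR of Calm2 (16.6 ± 11.5) and at chromosome 2, 40555706 to 40557407, in a pseudogene near Lrp1b (16.6 ± 9.58). All but the Tecpr2 site were also called in 5 of 5 livers of each KO group.

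The lost sites on control diet were called in 3 of 5 untreated livers. They were on chromosome 2 at 33899920 to 33900240, 12.0 kb from Mvb12b, with a fold enrichment of 9.16 ± 0.672 (SD, n = 3), and on chromosome X at 116626476 to 116626811 (6.65 ± 2.09, n = 3) and at 105667669 to 105667959 (5.80 ± 0.579, n = 3). On HFD they were at chromosome 11, 3100921 to 3103296 (3.07 ± 0.909, n = 5), at chromosome 5, 133685287 to 133685784 (4.34 ± 0.442, n = 4) and at chromosome 6, 144885141 to 144885677 (6.20 ± 1.77, n = 3). All 6 lay outside protein-coding genes, the 5 kb upstream of them and pseudogenes. In KO livers the leading gained sites were in exons of Cox5a (chromosome 9, 57521254 to 57521506, 6.76 ± 1.03, n = 5) and Acin1 (chromosome 14, 54645134 to 54645444, 6.57 ± 0.762, n = 5) on control diet. On HFD they were in exons of Phldb1 (chromosome 9, 44715809 to 44716177, 4.88 ± 1.38, n = 5) and Ptprz1 (chromosome 6, 23049453 to 23049719, 4.73 ± 1.495, n = 5). The leading lost sites in KO livers were at chromosome 2, 173460027 to 173460313 (6.24 ± 1.51, n = 5) and chromosome 18, 70641255 to 70641560 (6.04 ± 1.55, n = 5) on control diet. On HFD they were in an exon of Akap9 (chromosome 5, 4050125 to 4050595, 4.87 ± 1.49, n = 5) and in a 3′ UTR of Bbip1 and Pdcd4 (chromosome 19, 53929311 to 53930164, 4.14 ± 0.515, n = 5). The sites with the highest mean fold enrichment over the 40 livers were at chromosome 17, 4625941 to 4626823, 368 kb from Arid1b (31.95 ± 29.5 in the 39 livers with a peak), in an exon of Actb (chromosome 5, 142903086 to 142904912, 38.1 ± 20.3 in 30 livers) and in an exon of Tubb5 (chromosome 17, 35833931 to 35836416, 40.1 ± 21.5 in 27 livers). Both exonic sites were called in 0 of 10 untreated WT livers.

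The exemplar genes of PPARγ action in liver were examined with 5 kb upstream and 1 kb downstream. No site was called at Fabp4. Cav1 had 1 site and Cfd had 1 site in at least 3 WT Pio livers, and the Cfd site reached that number in every KO group as well. At Cd36, peaks were found in 4 WT Pio and 2 WT HFD-Pio livers, but 0 of its 10 sites reached 3 livers of a group. Cidec, Mogat1 and Plin4 had 1, 3 and 3 sites, and 0 of them reached 3 livers of a group. Pparg had 15 sites, of which 3 were called in at least 3 WT Pio livers and 0 in at least 3 livers of any KO group. Peaks at Pparg test RXR binding there and do not test the deletion of the gene.

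Gene lists were compared with genes that gained a site. In WT livers 97.1% and 97.3% of the genes with a site in at least 3 livers had a gained one, so that this test had almost no room, and all adjusted p-values of the 2 WT contrasts were 1. In KO livers the smallest adjusted p was 0.174, for ribosomal proteins on control diet (4.44% of list genes against 19.8% of the others). The alternative that moved these results most was the use of all protein-coding genes as background. With it, 49.4% of oxidative phosphorylation genes gained a site with Pio in WT livers on control diet, against 9.81% of other genes (adjusted p = 7.66e-20), and 35.6% did so on HFD, against 5.93% (adjusted p = 9.86e-16). Ribosomal protein genes gained a site in 75.9% and 63.9% of cases (adjusted p = 9.78e-45 and 7.30e-43). Fatty acid oxidation genes did so in 23.7% on control diet, against 9.95% (adjusted p = 0.0371), and cholesterol synthesis genes in 4.17%, against 9.98% (adjusted p = 0.811). Oxidative phosphorylation genes passed in KO livers too, with 12.6% against 5.25% on control diet (adjusted p = 0.0240) and 8.05% against 2.32% on HFD (adjusted p = 0.0209).

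The element bound by PPARγ with RXR, a direct repeat with spacer 1, was searched at gained sites. It was present at 2.23% of 3862 sites gained in WT livers on control diet, against 1.17% of shuffled windows (adjusted p = 0.00154), and at 2.35% of 2168 sites on HFD, against 1.38% (adjusted p = 0.0530). In KO livers the shares were 2.39% against 1.02% (adjusted p = 0.0377) and 2.12% against 0.965% (adjusted p = 0.292). Repeats with spacer 0 (4.69% and 5.03%), spacer 2 (2.38% and 2.44%) and spacer 3 (3.13% and 2.77%) were more frequent than spacer 1 at the WT gained sites. The alternative that moved the WT difference from shuffled windows most was at most 1 mismatch, which took it from 1.06 to 0.0518 percentage points. At sites called in all 10 livers the repeat was found in 0 of 9 and 0 of 6 WT sites and in 2.59% and 2.88% of KO sites, and in KO livers gained sites did not differ from these (Fisher's exact p = 0.822 and 0.383). The WT sites were too few for this comparison.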

Values the study reported

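The study reported that most of the sites at which Pio increased RXR binding in WT mice, on either diet, lay in exons or introns. In the KO mice it reported very few sites at which Pio changed RXR binding at q < 0.05, and at most of those sites binding was lower with Pio. It also reported that none of those KO sites met its further criteria. These were a change of at least 2-fold and a peak in at least 3 replicates of a group with increased binding.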

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

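The tests of mitochondrial peaks, of exonic peaks and of a q of at most 0.05 were chosen after the result was seen. Removal of the trend on kept tags and the cutoffs of -log10 q and fold enrichment were fixed before, but their use as tests of depth and of the calling threshold was written down after.

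Among 32 combinations of group and measure, 2 livers lay far from the other livers of their group, where chance alone gives about 1 in 20, or 1.6. Both concerned tags kept after removal of duplicates. Replicate 4 of KO Control had 1.06 Mtags against 0.688 to 0.786 in its group, and replicate 1 of KO HFD-Pio had 0.879 Mtags against 0.628 to 0.673. The former liver had 7630 peaks, the fewest of KO Control, so that more tags did not go with more peaks there. No biological explanation was tested, and the number is close to what chance gives.

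The effect of Pio on log2 peak number differed between the genotypes on HFD, being 2.63 larger in WT than in KO livers (permutation adjusted p = 0.0111). Leaving out single livers gave 2.26 to 3.13. Depth cannot be told apart from genotype here. Removal of the trend on kept tags within each genotype left a difference of 2.75 (adjusted p = 0.0107), which counts against differences in depth between livers of 1 genotype, but kept tags of WT and KO livers did not overlap, and this gap was not tested. The calling threshold as the whole cause is argued against, because a common cutoff left differences of 4.39 (-log10 q of at least 5, adjusted p = 0.00184) and 2.85 (fold enrichment of at least 5, adjusted p = 0.0112). A part of it is not excluded, since with a q of at most 0.05 in every library the difference was 2.07 (adjusted p = 0.112), smaller but in the same direction. Exonic peaks cannot be told apart from an effect of genotype, since peaks outside annotated exons gave 1.64 (adjusted p = 0.436), which kept the direction and not the threshold. Over all alternatives, omissions included, the adjusted p ranged from 0.00140 to 0.485. A dependence of the Pio effect on liver PPARγ is one open explanation, and a difference between the libraries of both genotypes, which differed in depth, threshold and exonic share, may be another. The labels of the KO libraries on HFD name no antibody, and this was not tested.

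Peaks on the mitochondrial genome, which no comparison used, were present in 20 of 20 KO livers, in 2 of 10 WT livers with Pio and in 0 of 10 WT livers without Pio. KO livers differed from untreated WT livers (two-sided Fisher's exact p = 3.33e-08), and treated WT livers did not (p = 0.474). RNA in the library is a candidate explanation that cannot be told apart from mitochondrial DNA. Within WT, such peaks did not follow the exonic share, as they were present in replicates 4 (35.0% of peaks in exons) and 5 (8.07%) of HFD-Pio and absent from replicate 1 of Pio (32.2%) and replicate 1 of HFD-Pio (30.2%), and all 20 KO libraries share a genotype, a threshold and a low depth. Deletion of PPARγ stays open and untested as a biological explanation.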

How the results depend on the processing

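The alternatives chosen after the data were seen were a q of at most 0.05 in every library, restriction to peaks or sites outside annotated exons, and all protein-coding genes as background. All others were fixed before the data were examined. Over 81 results, 914 alternative values were computed, of which 707 kept the direction and the side of the threshold (or stayed within 1.5 times a count). A further 17 lost the threshold, 26 passed it newly, 37 changed sign and 127 were counts that moved by more than 1.5 times. The exonic share with Pio in WT livers stayed past its threshold under every alternative and omission run, with 18.2 to 22.5 points on control diet and 13.1 to 19.997 on HFD when single livers were left out. The adjusted Fisher's exact test gave 0 sites with all peaks and with a -log10 q of at least 5. Unless stated, the cause was not tested.

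Peaks with a -log10 q of at least 5 gave log2 differences in peak number of 3.96 for WT Pio against Control and -1.50 for WT HFD against Control, both newly past the threshold, as were -5.70, -2.22 and -3.16 for WT against KO livers in Control, Pio and HFD-Pio. The difference between genotypes in the Pio effect on control diet was 3.48. The exonic share was 3.16 points higher in KO Pio than Control, and the KO difference on HFD changed sign to 0.936. Gained and lost sites were 1734 and 1 for WT Pio on control diet, 609 and 3 on HFD, 307 and 89 for KO Pio, and 133 and 113 for KO HFD-Pio. Totals for diet were 10 and 44 in WT livers without and with Pio, and 254 and 302 in KO livers. Shared gained sites fell to 573 in WT and 2 in KO livers. Stricter peaks are fewer by construction, which accounts for lower counts.

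A fold enrichment of at least 5 gave -4.28, -1.92 and -2.37 for WT against KO in Control, Pio and HFD-Pio. It changed the sign for KO HFD-Pio against HFD (-0.20) and for the difference between diets in WT livers (-0.000958). Covered bases, which depend on peak width as well as number, gave -2.30, -2.39 and -2.57 for the same 3 genotype contrasts. A q of at most 0.05 in every library gave -4.27, -2.07 and -3.02, a sign change for the difference between diets in WT livers (-0.40), and 2.07 for genotype on HFD, no longer past the threshold. Without the log the last was 8525 peaks, also not past it. Removal of the trend on kept tags gave 2.84 for WT HFD-Pio against HFD, with an adjusted p of 0.0635. The exact p was 0.00794 as before, and the adjusted p rose because the contrast tied with it in the main results, WT HFD against KO HFD, is not among the 8 contrasts within a genotype that were adjusted here.

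Peaks outside annotated exons reversed the genotype contrasts in Control (0.76), Pio (1.07) and HFD-Pio (1.10), and left -0.54 in HFD. They gave 2.27 for WT HFD-Pio against HFD and 1.64 for genotype on HFD, both no longer past the threshold. They reversed the diet contrasts of WT with Pio (0.0738), KO without Pio (-0.17) and KO with Pio (0.0446) and the difference between diets in KO livers (0.21). Sites outside annotated exons numbered 300 gained for WT Pio on control diet, 168 on HFD, 37 gained and 69 lost for KO Pio, and 22 gained and 35 lost for KO HFD-Pio. Diet totals were 23 in WT livers with Pio and 26 and 49 in KO livers without and with Pio. Shared gained sites were 132 in WT and 0 in KO livers. These counts are lower because exonic sites are left out.

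Lists of equal length gave 726 gained sites in WT livers on control diet and 340 on HFD. They gave 201 gained and 198 lost for KO Pio, and 193 gained and 192 lost for KO HFD-Pio. Diet totals were 14 and 74 in WT livers and 315 in KO livers without Pio. Shared gained sites were 244 in WT and 5 in KO livers. A minimum of 4 of 5 livers gave 2526 gained and 0 lost sites for WT Pio on control diet, 804 and 2 on HFD, 263 and 42 for KO Pio, and 103 and 53 for KO HFD-Pio. Diet totals were 0 and 18 in WT livers and 93 and 213 in KO livers. Shared gained sites were 749 in WT and 4 in KO livers. A stricter rule counts fewer sites by construction.

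For limma calls at shared sites, KO Pio had 19 with sites called in at least 4 of 5 livers and 6 after quantile normalization. KO HFD-Pio had 1 without centring and 1 with sites called in at least 4 of 5 livers.

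Replicate numbers as a block were tried, although the labels do not pair livers. Over the 12 contrasts, correlations of peak number between same-numbered livers ran from -0.944 to 0.942, and in the KO contrasts 0 pairs had a correlation above 0.1 across shared sites. In WT livers 4 of 5 pairs exceeded it for Pio against Control on 9 sites and 3 of 5 for HFD against Control on 8 sites, too few sites to decide, and 1 of 5 did in each of the other 2 WT contrasts, on 6 and 185 sites. The numbers therefore show no pairing in KO livers, and in WT livers it stays open. With the block, the sign-flip test could not give a p below 0.0625. WT HFD-Pio against HFD (2.87) and WT against KO on HFD (-4.01) therefore no longer passed the threshold, by the construction of the test. KO HFD-Pio had 1 limma call with the block.

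All protein-coding genes as background raised the gained share of list genes over other genes, newly past the threshold, to 39.6 points for oxidative phosphorylation, 66.2 for ribosomal proteins and 13.7 for fatty acid oxidation in WT Pio, and to 29.7 and 58.0 for the first 2 lists in WT HFD-Pio. It gave 7.39 for oxidative phosphorylation in KO Pio, a change of sign, and 5.72 in KO HFD-Pio. It reversed liver transcripts (-5.54) and cholesterol synthesis (-5.81) in WT Pio, and cholesterol synthesis in WT HFD-Pio (-1.89) and KO Pio (3.06). A -log10 q of at least 5 reversed cholesterol synthesis in KO Pio (20.2) and KO HFD-Pio (-5.48), oxidative phosphorylation in KO Pio (11.99) and fatty acid oxidation in KO HFD-Pio (-5.48). Sites within 2 kb of a transcription start reversed oxidative phosphorylation in KO Pio (5.36) and KO HFD-Pio (-2.59), and fatty acid oxidation (-2.53), cholesterol synthesis (-2.53) and ribosomal proteins (0.719) in KO HFD-Pio. Matching on gene length reversed oxidative phosphorylation in KO Pio (2.89). No test was possible for the exemplar genes in WT HFD-Pio with the main background, which held 0 of them. With all protein-coding genes 0 of 7 gained a site there, against 6.05% of other genes (Fisher's exact p = 1). In WT Pio 2 of 7 did so, or 28.6% against 9.97% (Fisher's exact p = 0.149, adjusted p = 0.397). For the direct repeat with spacer 1, the excess over shuffled windows was no longer past the threshold with at most 1 mismatch (0.0518 points in WT Pio and 0.256 in KO Pio) or with windows of 50 bp (0.388 and 0.682).

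Leaving out single livers gave ranges of log2 peak number of 1.06 to 2.09 for WT Pio, 2.51 to 3.38 for WT HFD-Pio, 0.23 to 0.65 for KO Pio and -0.0471 to 0.40 for KO HFD-Pio, each against its control. The call for WT HFD-Pio was lost without replicate 1 (2.97), 2 (2.85), 3 (3.05), 4 (2.62) or 5 (2.88) of WT HFD. KO HFD-Pio changed sign without replicate 5 of KO HFD (-0.0471). For diet the ranges were -1.92 to -1.01 in WT, -0.71 to 0.37 in WT with Pio, -0.14 to 0.45 in KO and -0.17 to -0.04 in KO with Pio. The first passed the threshold without replicate 1 of WT Control (-1.92). The second changed sign without replicate 2 (0.37) or 3 (0.0736) of WT HFD-Pio or 2 (0.00511), 3 (0.32) or 5 (0.000861) of WT Pio, and the KO difference without replicate 3 of KO HFD (-0.00406) or 4 of KO Control (-0.14). For WT against KO they were -2.85 to -1.94, -1.82 to -0.78, -4.30 to -3.75 and -1.75 to -0.87 in Control, Pio, HFD and HFD-Pio. The threshold was passed without replicate 2 of WT Control (-2.85), 3 of WT Pio (-1.82) or 5 of WT HFD-Pio (-1.75). Differences in Pio effect were 0.78 to 1.87 for diet in WT, -0.56 to 0.0205 for diet in KO (0.0205 without replicate 4 of KO Control), 0.54 to 1.58 for genotype on control diet and 2.26 to 3.13 on HFD.

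The minimum of 3 livers was kept when single livers were left out. The direction of each change in gained, lost or shared gained sites was therefore fixed by the group that lost a liver. Gained sites with single livers left out were 2552 to 3883 for WT Pio (2552 without replicate 3 of WT Pio) and 808 to 2174 for WT HFD-Pio (808, 809 and 949 without its replicates 1, 4 and 5). Lost sites were 1 to 28 for WT Pio (2, 5 and 1 without replicates 2, 3 and 4 of WT Control) and 4 to 14 for WT HFD-Pio (14 without its replicate 3, and 4 without replicate 1, 3 or 5 of WT HFD). For KO Pio 493 to 1802 sites were gained (592, 656, 667, 493 and 727 without its replicates 1 to 5 in turn, and 1802 without replicate 3 of KO Control). Lost were 82 to 391 (391 without replicate 4 of KO Pio, and 132, 82, 90 and 119 without replicates 1, 2, 3 and 5 of KO Control). For KO HFD-Pio 241 to 958 were gained (241 to 299 when any of its own replicates 1 to 5 was left out, and 824 and 958 without replicates 1 and 3 of KO HFD). Lost were 102 to 608 (608 without replicate 3 of KO HFD-Pio, and 154, 161, 102 and 162 without replicates 1 to 4 of KO HFD). Diet totals were 6 to 32 in WT (17, 6 and 9 without replicates 2, 3 and 4 of WT Control), 63 to 408 in WT with Pio (408 and 266 without replicates 1 and 4 of WT HFD-Pio, and 79, 63, 76 and 70 without replicates 1, 2, 3 and 5 of WT Pio), 619 to 931 in KO and 902 to 1376 in KO with Pio.

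Shared gained sites were 774 to 1965 in WT livers (774, 774 and 906 without replicates 1, 4 and 5 of WT HFD-Pio). In KO livers they were 9 to 56 (12, 13 and 9 without replicates 1, 3 and 4 of KO Pio, 32, 31 and 34 without replicates 2, 3 and 5 of KO Control, 11, 12, 13, 9 and 13 without replicates 1 to 5 of KO HFD-Pio, and 33 and 56 without replicates 1 and 3 of KO HFD). Limma calls for KO Pio were 2 to 23 (4, 7, 21, 7 and 21 without its replicates 1 to 5, and 2, 4 and 23 without replicates 1, 4 and 5 of KO Control). They were 0 to 2 for KO HFD-Pio (1, 1 and 2 without its replicates 1, 2 and 5, and 2 without replicate 4 of KO HFD), 0 to 2 for WT HFD against Control (2 without replicate 2 of WT Control), 0 to 5 for KO HFD against Control (5 without replicate 2 of KO HFD), and 0 in every omission for the other 4 contrasts. Exonic shares differed by -0.0587 to 3.07 points for KO Pio (-0.0587 without replicate 1 of KO Control), -5.50 to -0.870 for KO HFD-Pio, -1.60 to -0.398 for WT HFD against Control, -8.47 to -1.59 for WT HFD-Pio against Pio, 1.06 to 4.29 for KO HFD against Control and -4.28 to 0.355 for KO HFD-Pio against Pio (0.355 without replicate 1 of KO HFD-Pio). For WT against KO they were -74.9 to -71.8, -56.7 to -52.3, -78.3 to -75.7 and -60.1 to -53.2 in Control, Pio, HFD and HFD-Pio.

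Depth limits the absence of a call. With 0.628 to 1.06 Mtags in KO and 2.04 to 4.26 Mtags in WT livers and without reads per site, a site without a peak was not detectable at that depth and threshold, and cannot be read as unbound.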

Other observations

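The tests of tissue marker lists, of pseudogenes, of the fragment length estimate, of peaks outside annotated exons, of direct repeats at such sites in KO livers, of the balance in KO Pio livers and of replicate 5 of WT Control were chosen after the result, or a part of it, was seen. The marker lists followed a look at the leading exonic genes, which were then left out of them. Removal of the trend on kept tags and the cutoff of -log10 q were fixed before, but their use as tests of depth and of the calling threshold was written down after. The other tests below were not chosen after.

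Chance was tested with 100 splits of the 10 livers of each contrast. The numbers of gained and lost sites in WT livers were reached by 1 split, the real one, for Pio on control diet and by 1 split for Pio on HFD. This argues against chance for both, at 1 in 100, the smallest share that these splits can give. The largest other counts were 3240 and 1612. Chance cannot be excluded for KO livers, with 7 splits for Pio on control diet and 80 for Pio on HFD. Nor can it be excluded for diet, with 49 and 58 splits in WT livers without and with Pio and with 90 and 18 in KO livers. For gained sites common to both diets, 1 of 100 draws was as large in WT livers and 10 of 100 were in KO livers. For limma calls at shared sites, 1 of 100 splits reached the 12 calls of KO Pio, which argues against chance for this contrast taken alone. The count is weak evidence all the same, since 8 contrasts were tested and a random split of KO HFD and Control gave 20 calls. For the other 7 contrasts, which had 0 calls, 100 of 100 splits had as many, which is fixed in advance and tests nothing.

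Peaks in exons made up most of the KO lists and a larger part of the WT lists with Pio. Several explanations were tested. Binding of RXR at its response element cannot be told apart from other sources. A direct repeat with spacer 1 was found in at most 2.83% of the sites called in at least 3 livers of a KO group (KO Pio, 1.35% in shuffled windows, adjusted p = 5.35e-16) and in at most 2.35% of the sites gained in WT livers (on HFD, 1.38% in shuffled windows). Sites of the KO groups outside annotated exons had it in 3.13% of cases, against 1.56%, with 256 sites (adjusted p = 0.514). In KO Pio every spacer from 0 to 5 exceeded shuffled windows (Fisher's exact test, largest adjusted p = 3.43e-06, for spacer 4). The excess was therefore not specific to spacer 1. Spacers 0 and 3 were more frequent than spacer 1 there (3.18% and 2.95%). With at most 1 mismatch spacer 1 was the most frequent in KO Pio (0.284%, against 0.269% and 0.230% for spacers 0 and 3) and in KO Control (0.307%, against 0.285% and 0.274%) but not in the other KO groups, and no set of known RXR sites was at hand to show what share to expect. Chromatin signal that is merely near genes is argued against. Moving each summit by 300 bp lowered the exonic share from 76.7 to 41.9% in KO livers and from 20.9 to 8.67% in WT livers with Pio, in 20 of 20 and 10 of 10 livers.

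A preference of summits for exons is what sequence of spliced RNA would give, although whether signal stops at exon borders was not measured. Pseudogenes give a separate test because many are copies of spliced RNA. Of the sites gained with Pio on control diet outside protein-coding exons, 79.5% overlapped a pseudogene, against 1.35% after a move of 10 kb. RNA-derived sequence in these libraries is therefore a candidate explanation for most sites gained with Pio in WT livers. In what way it could have entered 20 KO libraries and 10 treated WT libraries but hardly the 10 untreated WT libraries was not tested. A biological effect of Pio on RXR binding at these sites stays open.

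RNA of the liver itself is argued against as the source of the exonic sites. Of 45 abundant liver transcripts, at most 4.44% had an exonic site in at least 3 livers of a KO group and at most 6.67% in a WT group with Pio. Alb had 0 exonic peaks in all 30 of these livers. A few genes of this list were called, and not the same ones in KO livers and in WT livers with Pio. In the KO groups Ttr reached a fold enrichment of 20.5 ± 3.34 and Apoe 12.1 ± 3.39 (SD, n = 20). Both had a peak in 0 of 10 WT livers with Pio. In WT livers with Pio, Fabp1 reached 7.65 ± 2.25 and Pck1 7.12 ± 1.91 in 8 of 10 livers, and Ass1 4.44 ± 1.51 in 7 of 10. All 3 had a peak in 0 of 20 KO livers. Whether other tissues also transcribe these genes was not tested, so they do not decide about RNA of the liver. RNA of a neural tissue may be the source in the KO groups. Of 25 neural marker genes, 84.0% to 100% had an exonic site in the 4 KO groups, and the next tissue list, smooth muscle, had at most 33.3%. In KO livers the fold enrichment was 44.2 ± 8.16 at Tubb3, 30.6 ± 4.34 at Mapt, 28.2 ± 4.07 at Map1b, 25.6 ± 4.85 at Gap43 and 24.3 ± 4.51 at Stmn2, each in 20 of 20 livers. Tubb3 had a peak in 0 of 10 untreated WT livers but in 9 of 10 with Pio (7.94 ± 3.61, SD, n = 9), so that this gene alone does not set KO livers apart. The neural list shares 0 genes with the list of abundant liver transcripts and with every other list, and how far mouse liver transcribes its genes at low levels cannot be read from these files.

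For the WT groups with Pio, RNA of an intestinal tissue could not be separated from other sources. Of 25 intestinal genes 9 (36.0%) had an exonic site in WT Pio (adjusted p = 2.20e-05) and 8 (32%) in WT HFD-Pio (adjusted p = 4.04e-06), but in WT Pio the smooth muscle list had 40%, a gap of -4.00 percentage points. In WT HFD-Pio the intestinal list led it by 18.7 points (13.3% for smooth muscle). The most enriched intestinal genes were Car1 (17.5 ± 9.11 in 7 of 10 livers), Agr2 (15.3 ± 7.93 in 9) and Zg16 (11.2 ± 6.26 in 9). Replicate 4 of WT Pio had 0 of these 25 genes, and replicates 2 and 3 of WT HFD-Pio had 2 each, against 8 to 12 in the other treated WT livers. These 3 had the fewest peaks of the treated WT livers (1905, 2113 and 4818), so that short lists alone could account for the lack of calls. The intestinal list shares 0 genes with the liver list. From other lists, exonic sites in at least 3 livers of WT Pio and WT HFD-Pio were found for 62 and 51 of 83 ribosomal protein genes, 41 and 27 of 87 oxidative phosphorylation genes, 8 and 4 of 38 fatty acid oxidation genes, 1 and 1 of 24 cholesterol synthesis genes, 6 and 2 of 15 smooth muscle genes, 1 and 1 of 25 neural genes, 2 and 3 of 45 liver transcripts, and 1 and 0 of the 7 exemplar genes. In the KO groups the ranges were 35 to 40 for ribosomal proteins, 44 to 57 for oxidative phosphorylation, 2 to 5 for fatty acid oxidation, 7 to 11 for cholesterol synthesis, 4 to 5 for smooth muscle, 2 for liver transcripts and 0 for intestine and for the exemplar genes. Skeletal muscle had 1 of 15 genes in every KO group and in both WT groups with Pio, kidney and lung had 0, lymphoid tissue had 1 of 14 in WT Pio and in KO HFD, testis had 1 of 15 in 3 KO groups, and pancreas had 1 of 14 in WT HFD-Pio. Fatty acid oxidation and liver transcripts share 1 gene, and no other lists overlap.

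Oxidative phosphorylation genes are a part of this pattern. Their gained share in WT livers exceeded that of other genes by 39.6 percentage points with all genes as background, but that of ribosomal protein genes, which are not PPARγ targets of the study's list, exceeded it by 66.2 points. Transcript abundance may account for both, but expression data were not used here and this was not tested.

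Among technical explanations for the rise with Pio in WT livers, depth is argued against as the whole cause. Removal of the trend on kept tags left a log2 difference in peak number of 2.84 on HFD, close to its size of 2.87, with the same exact p of 0.00794. Its adjusted p of 0.0635 was no longer past the threshold because the contrast tied with it, WT HFD against KO HFD, is not among the 8 contrasts within a genotype adjusted here. Kept tags did not differ between these groups (exact permutation p = 0.754). Redundancy did, and its part was not tested. Redundant ChIP tags made up 45 to 59% in WT HFD and 23 to 44% in WT HFD-Pio, but overlapped in WT Control (29 to 59%) and Pio (27 to 51%). Redundant rates of the inputs were 0.44 to 0.49 in WT Control and 0.35 to 0.41 in WT Pio. On HFD they were 0.41 to 0.44 without Pio and 0.37 to 0.40 with Pio. The short fragment length estimate is argued against for the exonic share, because 4 treated WT livers with a longer estimate still exceeded 10 untreated ones (exact two-sided p = 0.000999, the smallest possible). For the number of peaks it cannot be told apart from Pio, since the same exact test gave p = 0.327 with 4 livers, and with a -log10 q of at least 5 a log2 difference of 2.13 (exact p = 0.0360, adjusted p = 0.0539), and no untreated liver had the short estimate.

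Fewer peaks in WT than in KO livers are not accounted for by the calling thresholds, since a -log10 q of at least 5 in every library, stricter than both cutoffs, gave a log2 difference of -5.70 in Control. They may come from exonic peaks, because outside annotated exons the difference in Control was 0.76, in the other direction. It was 1.07 in Pio and 1.10 in HFD-Pio, but in HFD it kept its sign (-0.54). A biological effect of the deletion was not separable from the difference between the libraries.

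The 12 sites with lower fold enrichment in KO Pio than in KO Control lay outside exons of protein-coding genes, and 9 of them outside all annotated exons. A shift in the balance between exonic and other sequence may be behind them, but it cannot be told apart from an effect at these sites alone. The 65 shared sites outside exons had a median log2 change of -0.66 against -0.00 at the 2443 exonic sites, a gap that the called sites helped to make. Without them the remaining 56 had -0.34, and 9 of 100 splits of the 10 livers had a gap as large. Leaving the called sites out favours the other splits, so that this test is a strict one. Whether Pio or the preparation of the libraries moved this balance was not tested, and the labels name an antibody for KO Control and none for KO Pio.

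Replicate 5 of WT Control stood apart from the other untreated WT livers. It had exonic peaks at 15 of 45 abundant liver transcripts, and the other 9 had them at 0. Of its peaks in the bodies of these genes 24 were exonic and 11 intronic, or 68.6% exonic where exons make up 11.9% of the bodies. RNA of the liver itself may be the source in this library. The difference in exonic share with Pio on control diet did not rest on it, as omission of single livers, this one included, gave 18.2 to 22.5 percentage points.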
